A study of Homo sapiens with 16 samples. Its data were reported in "Dendritic Cell Vaccination in Conjunction with a TLR Agonist Polarizes Interferon Immune Responses in Malignant Glioma Patients" (2023).

How the data were processed

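PBMC from healthy donors and from glioma patients before and after vaccination were measured by 10x Chromium 3' single-cell RNA sequencing, per the labels and the study's methods. The labels gave 16 samples in 5 groups: healthy (2), PreTx (7), and after treatment Placebo (2), PolyICLC (3) and Resiquimod (2). They described 1 PolyICLC sample as set aside for low quality. The values the authors deposited are UMI counts per gene and cell, whole numbers without normalization, in 1 matrix of 15807 genes and 99590 cells that pools all libraries. Per the submitters' processing notes, reads were aligned to GRCh38 with Cell Ranger 3.1.0 and handled in R 4.2.1 with Seurat 4.2.0. The study's methods describe the removal of cells with more than 20% mitochondrial transcripts; in the matrix 0 cells lay above that limit. The count of a UMI collapses copies of 1 captured transcript, so amplification does not raise it, and a 3' count does not scale with gene length. The listed genes were each held by at least 5 cells. Their integrated values were not used here.

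Each barcode carried a suffix of 2 numbers, and the 15 suffixes were taken as 15 libraries, named A to O in suffix order; that each suffix is 1 library is an assumption. No label or file tied a suffix to a sample, and neither order nor values were used to guess the map. The comparisons planned before the data were examined, edgeR tests and gene list tests of each treatment group against PreTx and permutation tests of cell shares, therefore could not be run. What was computed in their place, chosen after this was seen, describes cell classes within libraries and the spread of each class over libraries. Values over libraries are given as a median, a range or a count of libraries, with no mean, standard deviation, p or correlation.

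Counts were handled in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. For clustering, counts were scaled to 10000 per cell and log transformed, and 2000 variable genes were kept after 367 genes were left out. The genes left out were members of the fixed lists that are not cell type markers, mitochondrial and ribosomal protein genes, and genes never named here for the sake of privacy. Values were scaled up to a highest value of 10 and reduced to 30 principal components, computed with NumPy from the covariance of the genes. Cells were clustered by the Leiden method (igraph 0.11.9) on a graph of 20 nearest neighbors (scikit-learn 1.9.0), with links weighted by shared neighbors. Resolution 2 gave 61 clusters and resolution 1 gave 40. Libraries were not integrated, so a cluster drawn mostly from 1 library may reflect that library and not a cell type. Of the 61 clusters, 28 took over 50% of their cells from 1 library, among them 9 of the 12 CD14 monocyte-like clusters.

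A cluster was named by the marker list with the highest mean z score of log2 CPM (prior 10) over clusters, if at least 3 markers with a z above 0 were detected in 10% of its cells, and "-like" marks that the name rests on transcripts alone. It stayed unnamed if its UMI count was below 33.3% of its libraries' median with no own marker among its 10 leading genes, if those genes held more markers of another class, or if another lineage had a mean z above 0.75 with at least 3 of its markers detected. This last rule did not count pDC, plasma cell and B markers against one another, and was not applied to clusters best matched to proliferating cells, plasma cells or progenitors. After the clusters were seen, 2 rules were changed. Platelet markers no longer unnamed a cluster whose leading genes held none of them, and a myeloid cluster without an own leading marker stayed unnamed when a neighboring myeloid class had a mean z above 0.5. In all, 54 clusters were named and 7 were not. Of the CD14 monocyte-like cells, 60.6% lay in the 8 clusters without an own marker among the leading genes. T-like cells were not divided into CD4, CD8 or other subsets.

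Counts were summed over all cells of a class in a library, where the class had at least 20 cells, and scaled to a total of 1000000 UMIs (CPM). The level of a list is the sum of its members' CPM, so that abundant members weigh most, and since CPM are shares of all transcripts, a rise of other genes lowers them. The 17 lists and the cell type markers were fixed before the data were examined. Wilson intervals for shares of cells and Poisson intervals for list levels, both at 95%, and the limit of 3 counts for a value of 0, cover counting error only, not differences between people, draws or preparations. The gene rule fixed beforehand chose genes by p and could not be applied; in its place the 4 members with the highest median CPM in the class were named from a list, along with the genes the study names for these cells. Genes named outside this rule are marked as chosen after their values were seen, except members counted because they went one way in all libraries. Gene positions are from GENCODE 44, and the authors' annotation version is not stated, so genes were matched by symbol.

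Free RNA was estimated from 6 monocyte genes as their level in lymphocyte classes over that in CD14 monocyte-like cells of the same library. Doublets were scored within each library by Scrublet as run by scanpy 1.11.5 at an expected rate of 6%. Its threshold was used in 6 libraries; in the other 9 it marked under 0.5% of cells and the 6% of cells with the highest scores were taken, so that 4619 cells were removed in that alternative. On simulated counts the estimate gave 1.99% where 2% free RNA had been added, and 192 of 200 changed genes had a ratio within 1.5 times of the true fold. In that simulation the 6 genes were taken out of the T-like profile, and the free RNA had the CD14 monocyte-like profile. It therefore checks the calculation only, and not whether these conditions hold in the data. Alternatives were stricter cells (at most 10% mitochondrial counts and at least 500 genes), doublets removed, clusters at resolution 1, named cells as the denominator of shares, and 5 chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.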

Results

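Peripheral blood mononuclear cells (PBMC), which comprise the lymphocytes, monocytes and dendritic cells of blood, were profiled by droplet-based 3' single-cell RNA sequencing. The labels described 16 samples in 5 groups: 2 from healthy donors, 7 from patients with malignant glioma before treatment, 2 after vaccination with autologous tumor lysate-loaded dendritic cells (ATL-DC) plus placebo, 3 after ATL-DC plus poly-ICLC, and 2 after ATL-DC plus resiquimod. Poly-ICLC is a stabilized double-stranded RNA and resiquimod is an imidazoquinoline. Both act as agonists of Toll-like receptors (TLR), a family of pattern-recognition receptors of innate immunity. The members of that family on which they act recognize RNA. The count matrix held 99590 cells, 15807 genes and 422231151 unique molecular identifiers (UMIs, each standing for 1 captured transcript). Barcode suffixes divided the cells into 15 libraries, named here by the letters A to O, with 1211 to 10437 cells, 7021712 to 48224840 UMIs and a median of 2347 to 5936 UMIs per cell.

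The study examined how adding a TLR agonist changed the systemic immune response. It reported higher interferon-stimulated genes and a higher monocyte share in blood with the agonists. The suffixes were not tied to the samples of the labels, so no value below belongs to a known treatment or time point and no difference between treatment groups was computed. The comparisons that remained were between cell classes within a library, and the range of each class over the libraries. Libraries were not treated as replicates, and no test was run across them. In the labels, every PreTx sample shares its number with a post-treatment sample, which was read as the same patient. If the libraries are these samples, most of them come in pairs from the same person. Counts of libraries below are therefore not counts of people, and which libraries form a pair is not known.

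T-like cells were the largest named class in 11 of 15 libraries and CD14 monocyte-like cells in 4. T-like cells had a median of 47.9% of cells (15.5% in library G to 65.9% in library M). CD14 monocyte-like cells, which resemble classical monocytes, had a median share of 22.5% and spanned 2.91% (95% Wilson interval 2.52% to 3.35%) in library B to 58.4% (57.5% to 59.4%) in library G. NK-like cells had a median of 9.07% (4.21% to 23.5%), B-like cells 5.55% (1.49% to 17.5%) and CD16 monocyte-like cells, which resemble nonclassical monocytes, 3.93% (1.73% to 11.6%). Dendritic cells were rare, with medians of 0.802% for cDC2-like cells (0 of 7892 cells in library J, below a limit of 0.0380%, to 2.81% in library F), the conventional subset that presents antigen to CD4 T cells, and 0.445% (0.177% to 1.70%) for plasmacytoid (pDC-like) cells, the main producers of type I interferon. An unnamed cluster of 641 cells, whose best match was cDC2 and which a rule set after the clusters were seen kept out of that class, made up 12.7% of library A, 1.04% of library J and at most 0.191% of any other. Unnamed cells made up 0.818% (library C) to 22.99% (library O).

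These shares depended on how clusters were drawn and named. With clusters at the lower resolution, T-like cells had a median of 35.0% (12.3% in library O to 65.6% in library M) and were the largest named class in 10 libraries, NK-like cells had a median of 7.32% (4.98% to 31.9%) and CD16 monocyte-like cells 2.26%, and unnamed cells reached 65.2% of library O. The median CD14 monocyte-like share was 10.4% when clusters were drawn at the lower resolution, 11.3% when clusters that also held platelet transcripts were left unnamed, and 1.98% when every cluster without a CD14 monocyte marker among its leading genes was left unnamed. The share of cells whose best match was a CD14 monocyte, CD16 monocyte or cDC2, named or not, had a median of 27.4% (6.80% to 71.9%) and changed by at most 0.191 percentage points in a library between the 2 resolutions.

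**Figure D1:**
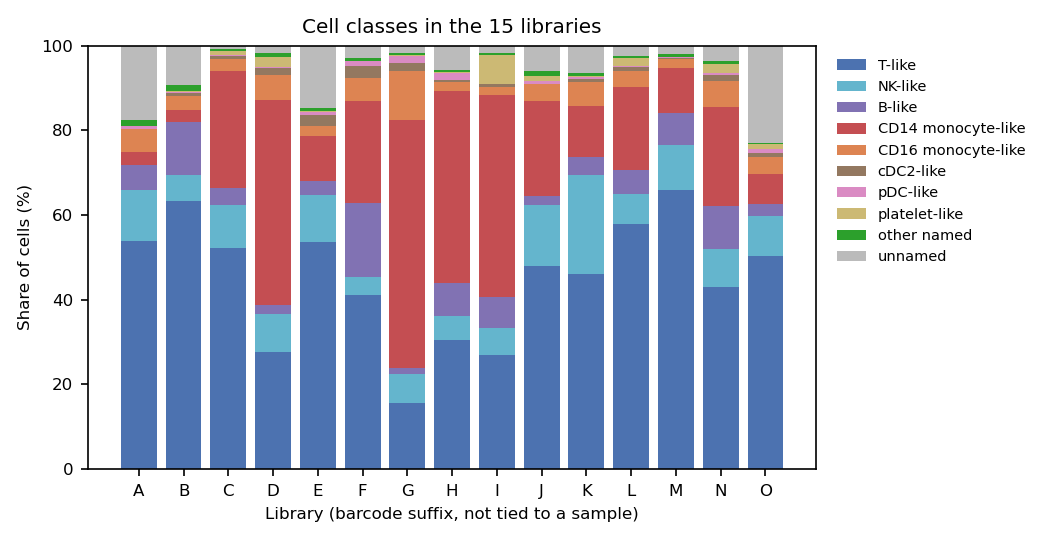
Share of cells (%, y axis) in each cell class for the 15 libraries (x axis); each stacked bar adds up to all cells of 1 library and grey marks unnamed cells. CD14 monocyte-like cells (red) ranged from 2.91% in library B to 58.4% in library G.

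Transcripts of type I interferon-stimulated genes were more abundant in monocyte-like than in T-like cells of the same library. The 49 listed genes together had a median of 3602 CPM (UMIs of the class scaled to a total of 1000000) in CD14 monocyte-like cells and 2211 CPM in T-like cells, and the list was higher in CD14 monocyte-like cells in 15 of 15 libraries, by 1.12 to 2.78 times (median 2.02). Among the members, 13 were higher in CD14 monocyte-like cells in every library and 2 were lower in every library. IFITM3, a membrane protein that blocks virus entry, differed most among the leading members, with a median of 608 CPM in CD14 monocyte-like and 21.5 CPM in T-like cells. LY6E, a membrane-anchored interferon-induced protein, had 446 and 269 CPM, and was higher in CD14 monocyte-like cells in 12 of 15 libraries. IFI6, an interferon-induced antiapoptotic protein, had 280 and 61.1 CPM, and BST2, the tetherin that holds budding viruses at the cell surface, had 207 and 116 CPM. Both were higher in CD14 monocyte-like cells in 15 of 15 libraries. RNF213, an interferon-induced ubiquitin ligase, was among the leading members in T-like cells, at 168 CPM.

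The level of this list differed widely between libraries, and libraries H, M, K and F held the 4 highest levels in both classes. In CD14 monocyte-like cells it spanned 1552 CPM in library C (95% Poisson interval 1529 to 1575) to 23949 CPM in library H (23856 to 24043), a ratio of 15.4. Libraries M, K and F followed at 14000, 10104 and 9876 CPM, and the next, library N, lay at 5402 CPM. In T-like cells the level spanned 1008 CPM in library A to 9370.5 CPM in library H, a ratio of 9.30, and libraries M, F and K again followed at 5909, 4884 and 4108 CPM. Library H held the highest level of 37 of the 49 members in CD14 monocyte-like cells and of 35 in T-like cells.

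**Figure D2:**
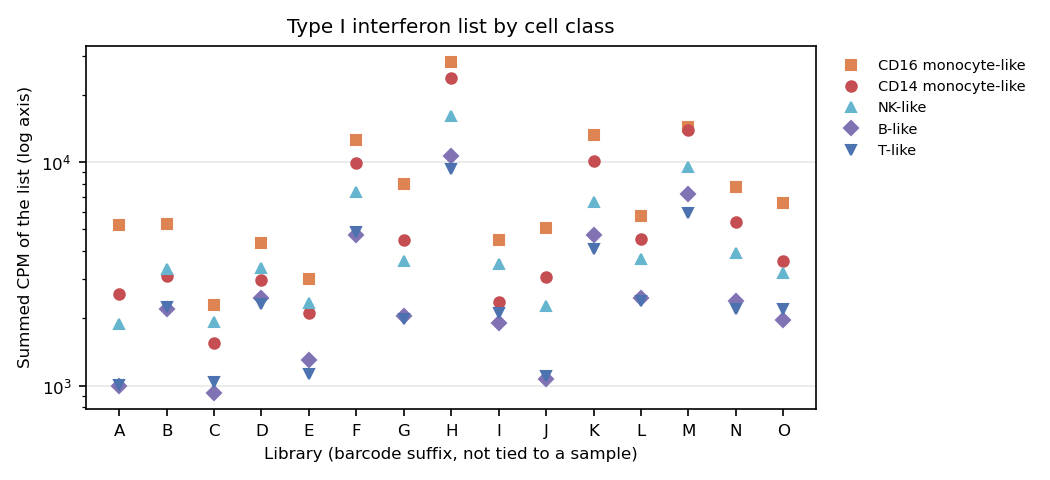
Summed expression of the 49 type I interferon response genes (CPM, log axis) in 5 cell classes of each library; each point is all cells of 1 class in 1 library. Library H was highest in all 5 classes, with 23949 CPM in CD14 monocyte-like and 9370.5 CPM in T-like cells.

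The 15 genes that the study named from its own single-cell comparison were examined as a separate list; the study chose them on these samples, so their levels are not independent evidence for an interferon response. The list was higher in CD14 monocyte-like than in T-like cells in 13 of 15 libraries (median 1999 and 1379 CPM). IFI6, IFITM3 and IFI44L, an interferon-induced antiviral gene, were higher in CD14 monocyte-like cells in all 15. IFITM1, a relative of IFITM3, and ISG20, an RNA exonuclease, were lower in all 15, with medians of 14.4 against 170 CPM and 38.2 against 238 CPM. ISG15, a ubiquitin-like modifier, had a median of 204 CPM in CD14 monocyte-like and 117 CPM in T-like cells and was higher in the former in 14 libraries. So were the dynamin-like antiviral GTPase MX1 (58.8 and 21.4 CPM), IFIT3, an interferon-induced antiviral protein (30.6 and 5.98 CPM), and IFI35 (53.9 and 31.6 CPM). The guanylate-binding proteins, GTPases that attack intracellular pathogens, went different ways: GBP1 was higher in CD14 monocyte-like cells in 11 libraries and GBP5 in 6. PSME2, a proteasome activator subunit, was higher in 13 libraries (348 and 256 CPM), and PSMB9, a subunit of the immunoproteasome that trims peptides for antigen presentation, in 6 (206 and 237 CPM). CXCL10, a chemokine that attracts T cells, reached 1004 CPM in CD14 monocyte-like cells of library H against a median of 9.89 CPM. In that class 14 of the 15 genes had their highest level in library H, and 13 of 15 in T-like cells.

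**Figure D3:**
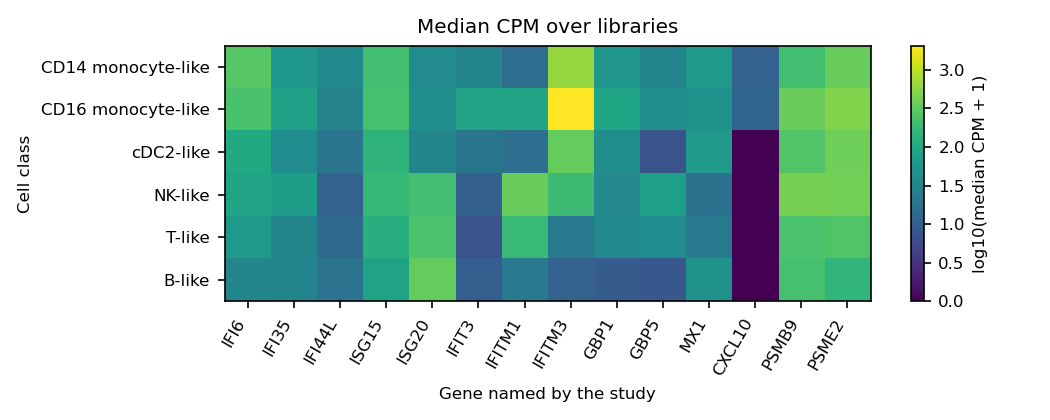
Median expression over the libraries (color, log10 of median CPM + 1) of 14 genes named by the study (x axis) in 6 cell classes (y axis). IFITM3 had the highest value, in CD16 monocyte-like cells at 2064 CPM, and ISG20 and IFITM1 were higher in T-like than in CD14 monocyte-like cells.

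In the GENCODE 44 annotation of GRCh38 these genes are protein coding, and a 3' library counts reads near the end of their transcripts. ISG15 (ENSG00000187608) lies on chromosome 1 from 1001138 to 1014540 and IFI6 (ENSG00000126709) on chromosome 1 from 27666064 to 27672212. IFITM3 (ENSG00000142089) lies on chromosome 11 from 319676 to 329475, CXCL10 (ENSG00000169245) on chromosome 4 from 76021118 to 76023497, and MX1 (ENSG00000157601) on chromosome 21 from 41420020 to 41470071. PSMB9 (ENSG00000240065) lies on chromosome 6 from 32844136 to 32859851, and PSME2 (ENSG00000100911) on chromosome 14 from 24143362 to 24147570.

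CD16 monocyte-like cells carried more interferon-stimulated transcript than CD14 monocyte-like cells in 15 of 15 libraries, by 1.03 to 2.05 times (median 1.45), with a median of 5775 CPM and 28124 CPM in library H. IFITM3, IFITM1 and LY6E were higher in CD16 monocyte-like cells in all 15 libraries, by medians of 3.52, 3.55 and 1.97 times, whereas IFI44L was lower in all 15. TNFSF10, the death ligand TRAIL, was the member with the third highest median there, at 254 CPM. NK-like cells exceeded T-like cells in all 15 libraries, by 1.45 to 2.09 times (median 1.66). B-like cells exceeded T-like cells in 8 of 15 libraries, and cDC2-like cells exceeded CD14 monocyte-like cells in 1 of the 12 libraries with enough cells. In pDC-like cells, measured in 10 libraries, the list had a median of 3898 CPM, led by IRF7, the master regulator of interferon induction, at 1423 CPM.

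The interferon gamma list was higher in CD14 monocyte-like than in T-like cells in 15 of 15 libraries (median 1593 and 831 CPM), higher in CD16 than in CD14 monocyte-like cells in 15 of 15 and higher in NK-like than in T-like cells in 15 of 15. Its leading members in CD14 monocyte-like cells were IRF1, a transcription factor of interferon signaling, at 310 CPM, PLAC8 at 248 CPM, CASP1, the inflammasome protease, at 205 CPM and VAMP5 at 180 CPM. Of its 24 members, 17 had their highest CD14 monocyte-like level in library H.

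Antigen presentation genes separated the classes in another way. The MHC class I and immunoproteasome list was highest in NK-like cells (median 40218 CPM). Its medians were 33731 CPM in platelet-like, 28309 in CD16 monocyte-like, 27394 in T-like, 24694 in pDC-like, 21934 in CD14 monocyte-like, 19646 in B-like and 18852 in cDC2-like cells. NK-like cells exceeded T-like cells in 15 of 15 libraries, and 15 of the 16 members did so in every library. CD14 monocyte-like cells exceeded T-like cells in 5 of 15 libraries. That count fell to 2 of 12 with clusters at the lower resolution or without clusters lacking a leading marker. It rose in another alternative, as its range given below shows. B2M, the invariant chain of MHC class I, gave the most counts, with medians of 20266 CPM in NK-like, 15284 in T-like and 10494 in CD14 monocyte-like cells; without it the list had medians of 10993 CPM in CD14 monocyte-like and 12183 CPM in T-like cells. MHC class II genes, which present antigen to CD4 T cells, had a median of 44912 CPM in cDC2-like, 20690 in pDC-like, 19741 in B-like, 13349 in CD16 monocyte-like, 13305 in CD14 monocyte-like and 957 in T-like cells. CD74, the invariant chain of class II, had medians of 11777 CPM in cDC2-like, 8234 in B-like and 3009 in CD14 monocyte-like cells, and HLA-DRA, the class II alpha chain, had 10508, 4646 and 3019 CPM. Counts of HLA genes also depend on how a person's alleles align to the reference, which was not assessed.

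Inflammatory NF-kB target genes had their highest median in CD14 monocyte-like cells, and their highest level in those of library G. The list of 21 genes was higher in CD14 monocyte-like than in T-like cells in 15 of 15 libraries (median 2826 and 562 CPM), and lower in CD16 than in CD14 monocyte-like cells in 14 of 15. Its leading members in CD14 monocyte-like cells were NFKBIA, the inhibitor that NF-kB itself induces (515 CPM), G0S2, an inhibitor of triglyceride lipase (269 CPM), BCL2A1, a survival factor (210 CPM), and PLAUR, the urokinase receptor (201 CPM). Library G reached 22994 CPM (22921 to 23066) in CD14 monocyte-like cells, 8.14 times the median, and library E was next at 6974 CPM. It also had the highest level in CD16 monocyte-like cells (11664 CPM against 4439 CPM in the next library), in cDC2-like cells (3357 against 1980 CPM), in pDC-like cells (1927 against 697 CPM) and in its 25 platelet-like cells (1879 against 1272 CPM). Its NK-like cells had 1960 CPM against a median of 1154 CPM, its T-like cells 608 against 562 CPM and its B-like cells 530 against 479 CPM. Of the 21 members, 13 had their highest CD14 monocyte-like level in library G. Chosen after their values were seen, IL1B, the pyrogenic cytokine, had 3562 CPM there against a median of 85.0 CPM, and the macrophage inflammatory chemokines CCL3 and CCL4 had 4716 and 4473 CPM against medians of 99.6 and 30.5 CPM. IL1B (ENSG00000125538) lies on chromosome 2 from 112829751 to 112836816, and CCL3 (ENSG00000277632) on chromosome 17 from 36088256 to 36090169. A single cluster led by these genes took 99.0% of its 5542 cells from library G.

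**Figure D4:**
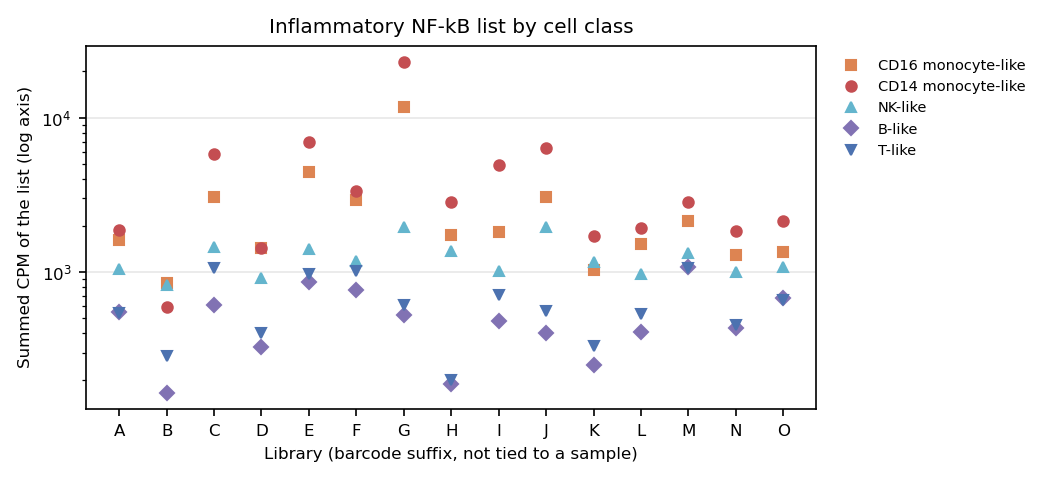
Summed expression of the 21 inflammatory NF-kB genes (CPM, log axis) in 5 cell classes of each library; each point is all cells of 1 class in 1 library. CD14 monocyte-like cells of library G stood at 22994 CPM, against 6974 CPM in library E, the next highest.

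Of the genes the study followed in monocytes, CD14, the lipopolysaccharide co-receptor (ENSG00000170458, chromosome 5 from 140631728 to 140633700), had a median of 992 CPM in CD14 monocyte-like cells (471 to 1557). CLEC12A, an inhibitory lectin of myeloid cells (ENSG00000172322, chromosome 12 from 9951316 to 9995694), had 140 CPM, with 14.1 CPM in library A and 428 CPM in library D. The alarmins S100A8 and S100A9, calcium-binding proteins released at inflammation, had medians of 10316 and 15122 CPM in CD14 monocyte-like cells and 411 and 1060.5 CPM in CD16 monocyte-like cells, and the list they head was lower in CD16 monocyte-like cells in 15 of 15 libraries. That list holds classical monocyte genes, so its direction largely follows from how the 2 classes were named and is no independent result.

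Of the genes that encode proteins the study followed in T cells, PDCD1, which encodes the inhibitory receptor PD-1, had a median of 5.95 CPM in T-like cells (4.41 to 10.5). ENTPD1, which encodes the ectonucleotidase CD39, had 4.72 CPM in T-like cells (0.966 to 13.1) and 77.9 CPM in CD14 monocyte-like cells. CD38, an ectoenzyme of activated lymphocytes, had 4.83 CPM in T-like cells (1.86 to 15.1) and 79.7 CPM in NK-like cells (27.5 to 221). The activation and inhibitory receptor list had a median of 571 CPM in T-like cells (329 to 828), led by CD69, an early activation receptor, at 171 CPM and CD27, a costimulatory receptor, at 162 CPM. The median of 6 monocyte genes in T-like cells stood at 0.0856% to 1.45% of their level in CD14 monocyte-like cells of the same library, and the highest single gene at 1.85%. Free RNA of CD14 monocyte-like cells, taken at the median gene, would supply up to 0.0700% of the PDCD1, 3.49% of the CD38 and 35.5% of the ENTPD1 level of T-like cells in a library. Taken at the highest gene it would supply up to 0.0943%, 4.005% and 48.4%.

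Cytotoxic effector genes were highest in NK-like cells, at a median of 33513 CPM against 4209 CPM in T-like cells, and were higher in NK-like cells in 15 of 15 libraries. With clusters at the lower resolution the medians were 31862 and 2467 CPM and the count was again 15 of 15. NK-like clusters were named by their marker transcripts at both resolutions. This direction may therefore largely follow from how the 2 classes were named and is no independent result. GNLY, which encodes the pore-forming granulysin (ENSG00000115523, chromosome 2 from 85685175 to 85698852), had medians of 11718 and 548 CPM, the granule protein NKG7 had 7127 and 1044 CPM, the chemokine CCL5 had 2686 and 868 CPM, and the granzyme GZMA had 1783 and 270 CPM. In T-like cells the list spanned 354 CPM in library F to 14483 CPM in library O, with 6631 CPM in library N, the next highest, and 15 of the 16 members had their highest T-like level in library O. The levels of libraries O and N rested on the naming of 1 cluster, which took 78.7% of its 4787 cells from library O and held 3765 of the 5042 T-like cells there. With it left unnamed, library O had 1781 CPM, library N had 895 CPM and the highest level was 6555 CPM in library K. Libraries A, C and J then hardly moved, at 3624, 2693 and 3498 CPM. With clusters at the lower resolution, where the matching cluster of 5433 cells was unnamed, library O had 1771 CPM, and libraries A, C, J and N fell to 428, 617, 517 and 933 CPM from 3628, 2693, 3498 and 6631 CPM; library K was highest at 6854 CPM. The spread of this list over the libraries therefore depended on how clusters were drawn and named. Of these 2 alternatives, the falls in libraries A, C and J came only with the redrawn clusters. The naive and memory list had a median of 2867 CPM in T-like cells (1812 to 4568), led by the lymphotoxin gene LTB at 1463 CPM and the interleukin-7 receptor gene IL7R at 448 CPM.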

Values the study reported

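The study's quality control kept 99,590 cells, with a limit of 20% on mitochondrial features.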

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

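No paired analysis was possible because no label or file tied a library to a sample or patient. The alternatives that need groups (another normalization by size factors, no filter on low counts, DESeq2, a patient block, only the groups compared, matched PreTx samples, each sample left out in turn, and a permutation test in place of the list test) could give no value, since the libraries had no groups. The alternatives on platelet-marked clusters, on clusters without a leading marker, on the member with the most counts, on free RNA and on the largest T-like cluster of library O were chosen after seeing the data. Over all alternatives, 270 values were recomputed, of which 146 stayed within their counting interval or within 1.5 times the count, 124 moved, and 22 moved by over 1.5 times.

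The median CD14 monocyte-like share, 22.5%, was 24.3% with named cells as the denominator, 20.2% with stricter cells, 10.4% with clusters at resolution 1, 11.3% with the platelet-marked clusters unnamed and 1.98% with clusters lacking a leading marker unnamed. The last 2 unname clusters by construction. At resolution 1 no cell was removed, but clusters were drawn and named differently, and CD14 monocyte-like cells fell from 25784 to 21714; 2 unnamed clusters there, of 2970 and 2723 cells, met the rule on neighboring myeloid classes set after seeing the clusters. The median type I interferon level in CD14 monocyte-like cells, 3602 CPM, was 4489 CPM at that resolution and 4505 CPM without clusters lacking a leading marker, each over 12 libraries with 20 cells, 3397 CPM with platelet-marked clusters unnamed and 3076 CPM without the member with the most counts. In T-like cells the median, 2211 CPM, was 1891 CPM without that member, 2154 CPM with the largest T-like cluster of library O unnamed, and stayed within its interval in the other alternatives. The list stayed higher in CD14 monocyte-like than in T-like cells in every library with enough cells in all of these alternatives, 15 of 15 or 12 of 12. The count of libraries in which the MHC class I list was higher in CD14 monocyte-like cells, 5 of 15, ranged from 2 of 12 to 7 of 15. The highest cytotoxic level in T-like cells, 14483 CPM in library O, became 6555 CPM in library K with that cluster unnamed and 6854 CPM at resolution 1. The median over the libraries, 4209 CPM, was 3498 and 2467 CPM in these 2 alternatives. Depth limits genes with few counts, such as ENTPD1 with 736 UMIs in all T-like cells. Of the rare classes, cDC2-like cells reached 20 cells in 12 libraries, pDC-like cells in 10 and plasma cell-like cells in 1.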

Other observations

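The tests of explanations in this part were all chosen after the results they concern were seen. Glucocorticoid-responsive genes, of interest because patients with brain tumors often receive dexamethasone, had a median of 1588 CPM in T-like cells, from 430 CPM in library H to 2405 CPM in library J, and 1856 CPM in CD14 monocyte-like cells (916 to 4730.5). TSC22D3, which encodes the glucocorticoid-induced leucine zipper GILZ, had a median of 403 CPM in T-like and 151 CPM in CD14 monocyte-like cells. The chemokine receptor gene CXCR4 had 504 CPM in T-like cells, and the phosphatase gene DUSP1 had 669 CPM in CD14 monocyte-like cells. The proliferation list had medians of 437 CPM in T-like, 511 CPM in CD14 monocyte-like, 712 CPM in CD16 monocyte-like, 550 CPM in NK-like, 382 CPM in B-like, 911 CPM in cDC2-like, 1156 CPM in pDC-like and 942 CPM in platelet-like cells, and a separate proliferating-like class held 510 cells in all. By their medians over the libraries, 11 of the 16 proliferation genes were higher in NK-like than in T-like cells. Only 6 of the 16 were higher in CD14 monocyte-like than in T-like cells, and 3 in CD16 monocyte-like cells. The higher sums of these 2 classes thus rested on a minority of members. MKI67 encodes Ki67, which the study followed in monocytes. In CD14 monocyte-like cells it was lower than in T-like cells in 11 of 15 libraries and higher in 4. In CD16 monocyte-like cells it was lower in 14 and higher in 0.

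Immediate early and heat shock genes, which respond within minutes to cell handling, separated the libraries into 2 levels in T-like cells. Libraries A, B, G, H, J and K had 2018, 1418, 1056, 1352, 1967 and 1594 CPM. Libraries C, D, E, F, I, L, M, N and O had 6459, 4991, 5157, 4810, 7125, 4955, 6797, 5252 and 5366 CPM, and no library lay between. Libraries of the lower level had medians of 3132 to 3519 UMIs per cell and 3.01% to 6.63% mitochondrial counts. At the higher level, libraries N and O had 3177 and 2347 UMIs, with 4.13% and 3.15%. The others there had 4543 to 5936 UMIs and 7.32% to 11.1%. Depth and mitochondrial share thus mostly went with the level and were not separated from it. In CD14 monocyte-like cells the list spanned 2147 CPM in library J to 11439 CPM in library I, led by the AP-1 subunit genes FOS (median 1496 CPM) and JUNB (812 CPM). The second number of the suffix, whose meaning is not stated, divided the libraries into 3 sets of 5: the lower level was found in 3 libraries of set 1, 3 of set 2 and 0 of set 3. Within sets 1 and 2 the level followed the first number of the suffix, whose meaning is not stated either. Of the pairs there that share it, A and B, G and H, and J and K had the lower level. The pairs D and E, and M and N, had the higher level. No label names a handling step, batch or day for these libraries. The study's methods describe patient PBMC that were stored frozen and thawed on the day of measurement, without a difference between samples.

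Library H carried the highest type I interferon level in T-like cells, 9370.5 CPM against 5909 CPM in the next library. Free RNA from monocytes, taken at the median share of 6 monocyte genes in those cells, would supply 3.70% of that level, and T cells joined with monocytes in doublets, taken at the highest of the 6 shares, would supply 4.25%. The 3 most abundant members there, ISG15, LY6E and IFI6, carried 31.9% of the level. Without them library H had 6385 CPM and the next library 4357 CPM, so the rank of library H did not depend on these 3, and 35 of the 49 members were highest in library H. The other 4 libraries of its suffix set had 1122 to 4108 CPM. Library H also held the highest type I interferon level in CD14 and CD16 monocyte-like, NK-like, B-like, cDC2-like, pDC-like and platelet-like cells. The pattern was therefore not particular to T-like cells. No label names a batch, so a difference in the preparation of this 1 library stays open, and no biological explanation was tested, so a response of the T cells themselves is a hypothesis that stays open.

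Library G carried the highest inflammatory NF-kB level in CD14 monocyte-like cells. Handling stress seen as immediate early and heat shock genes was not settled. Library G had 2542 CPM of that list in the same cells against a median of 7770 CPM over the libraries, but it was low in its T-like cells too, at 1056 against 4955 CPM. The ratio of the 2 classes was 2.41 in library G, above a median of 1.62 and above 13 of the other libraries. Damaged cells rich in mitochondrial transcripts were not seen as an excess, with 53714 CPM against a median of 76823 CPM and a ratio to T-like cells of 1.37, itself the median, but these values do not exclude them. The 3 most abundant members there, CCL3, CCL4 and IL1B, carried 55.5% of the level. Without them library G had 10242 CPM and the next library 6671 CPM, so the rank of library G did not depend on these 3, and 13 of the 21 members were highest there. The other 4 libraries of its suffix set had 1434 to 6361 CPM. Handling, earlier or in the monocytes alone, may therefore remain as an explanation. No label names a batch, so a difference in the preparation of this 1 library stays open, and no biological explanation was tested.

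Markers of other cell types varied as follows. Platelet markers in CD14 monocyte-like cells had a median of 261 CPM (30.6 in library A to 770 in library I), and in T-like cells 38.0 CPM, with 246 CPM in library I. Erythrocyte markers had a median of 10.8 CPM in CD14 monocyte-like and 10.7 CPM in T-like cells, 62.6 CPM in NK-like cells and 454 CPM in platelet-like cells. Single libraries reached 10411 CPM in platelet-like cells (library L), 4719 CPM in cDC2-like cells (library O), 2358 CPM in CD16 monocyte-like cells (library H) and 1292 CPM in NK-like cells (library I). Neutrophil markers had medians of 16.0 and 2.27 CPM in CD14 monocyte-like and T-like cells. Mitochondrial transcripts had medians of 76823 and 66026 CPM in these 2 classes. An unnamed cluster of 3368 cells with a median of 626 UMIs took 63.5% of its cells from library O, and one of 445 cells with a median of 413 UMIs took 92.8% from library E and was led by CYP4F3, a leukotriene-metabolizing enzyme gene, with FCGR3B, an Fc receptor gene of neutrophils, among its 10 leading genes; these genes were chosen after their values were seen. The unnamed cluster of 641 cells best matched to cDC2, led by AREG, a growth factor gene, and MHC class II genes, took 84.2% from library A.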
